A study of Mus musculus with 139 samples.

How the data were processed

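Small non-coding RNA was sequenced from 11 tissues of adult C57BL/6J mice, an inbred laboratory strain, that were 3 months old and not treated. Per the labels' protocols, tissue was kept in RNAlater, total RNA was isolated with a Qiagen miRNeasy kit, libraries were made with the Illumina TruSeq small RNA kit and size-selected on a gel, and pooled libraries were read as single reads on Illumina NextSeq instruments. The TruSeq small RNA kit ligates adapters to RNA ends, so RNAs with modified or structured ends can be captured less well, and all values are relative within a library. The unit deposited was raw counts per annotated small RNA gene, 1 column per library, with no normalisation by the authors. Per the submitters' processing notes, STAR 2.5.1 and featureCounts were used with mm10/GRCm38; their settings, including strand and the treatment of reads that match several genes, are not given in the sources used here.

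The table held 6114 genes and 134 libraries, of which 131 columns were matched to single samples by name and the 3 testis columns to an animal only. The series lists 139 samples; 5 of them, namely Liver 3, Pancreas 14 and 1 of the 2 libraries of each of the 3 testes, were not analysed here. Which of the 2 testis libraries of an animal the column holds is not known, and the pool of these 3 columns was taken to be N541. Column names give the sex: animals 1 to 10 are female and 11 to 14 male. Replicate numbers are animals, so 1 animal gave up to 11 libraries. The descriptions name 3 library pools. Pool N467 holds liver, spleen, kidney, pancreas and lung of animals 1 to 10. Pool N469 holds their brain, muscle, intestine, heart and bone marrow. Pool N541 holds the libraries of animals 11 to 14. Within a tissue, sex, animal set and pool N541 are therefore the same split.

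No count was present for 2898 genes. Totals ran from 10255 to 34095704 counts with a median of 6327550 and 8 libraries held fewer than 100000. No 2 columns were identical. The table's own class field was used, which has no ribosomal RNA class. In that field Snord43, a snoRNA by name, is classed as miRNA. Snord43 took 11.5 ± 0.75% of counts in the libraries labelled testis and was higher in males in 6 tissues. In those libraries the snoRNA share may be understated and the miRNA share overstated. Of all counts, 69.2% fell on miRNA genes, 14.3% on tRNA, 13.1% on snoRNA and 2.99% on mitochondrial tRNA. The 377 tRNA genes carry only numbers, so their amino acid and position are not known; they are written here as tRNA_row and the number. Names of 5682 genes matched the GENCODE M21 annotation of GRCm38, the build named in the submitters' notes, and positions are from it. Of 29 miRNAs annotated as 2 copies with at least 1000 counts, 13 had copy totals within 5% of each other, so counts may be divided between identical copies, and copies of 1 miRNA are not independent. Mir486 and Mir3107 overlap on opposite strands with nearly equal counts and cannot be separated.

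Counts were tested with edgeR 4.0.16 (quasi-likelihood F test) in R 4.3.3, with limma 3.58.1, after filterByExpr by tissue with a minimum count of 10, which kept 1268 genes, and TMM scaling, whose factors ran from 0.1985 to 5.884. The model held tissue and library pool. Each tissue was compared with the mean of the other 10, and genes were called higher or lower at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change of at least 1. Genes called higher, lower or different by sex are given as percent of the 1268 genes tested, under alternatives too, and specific genes as counts or as the same percent. A gene was called specific if the tissue exceeded each of the other 10 tissues, using the largest of the 10 one-sided p-values, with the same thresholds applied to the smallest of the 10 differences. Heart was also compared with muscle, and bone marrow with spleen. Sex was compared within each of 10 tissues in a model of tissue by animal set, and the dependence on tissue by an interaction test over them. Unless raw is stated, CPM is as computed by edgeR after TMM scaling, given as mean ± SD over libraries; the error of a log2 fold change is its standard error. Intervals and floors cover counting error only, since the reads carry no molecular identifiers; they are exact 95% intervals, and the floor is 3 counts of a library total.

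Lists of miRNA and other small RNA genes were fixed before the data were examined: brain, striated muscle, liver, intestine, pancreas, kidney, epithelium, ciliated cells, endothelium, smooth muscle, erythroid, lymphoid, myeloid, proliferation (the Mir17-92 and paralogous clusters), the X-linked testis cluster, the Dlk1-Dio3 cluster, let-7, the Sfmbt2 cluster, Snord115, Snord116, mitochondrial tRNA, Y RNA, U small nuclear RNA and scaRNA. Membership goes by gene name. Of the 24 lists, 21 had at least 2 measured members and were tested by camera with a preset inter-gene correlation of 0.01, adjusted over all lists and tissues. The liver, intestine and kidney lists share Mir192 and Mir194 genes, liver and pancreas share Mir148a, and lymphoid and myeloid share Mir142. Member counts adjusted over the list alone equalled those adjusted over all genes unless both are given.

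Genes named singly follow a rule fixed at the same time. Per tissue these are the 6 specific genes with the largest margin over the next tissue and at least 50 CPM, counting copies once, the 2 such genes that are not miRNA, and the 3 miRNA genes lowest in the tissue with at least 50 CPM over the others. Per tissue pair they are the 10 strongest in each direction with at least 50 CPM in either tissue, and per list up to 4 members of highest mean CPM. For sex they are 10 genes called in most tissues, ties taken in order of name, and the 2 of smallest p per tissue. Other names were chosen after their values were seen, and this is said where they appear.

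Shares of counts by class were compared by permutation tests of the difference in means with 100000 resamples, for which 1e-05 is the smallest possible p, and by exact enumeration for the 3 testis libraries and for the sexes. All tests were 2-sided except the specificity test. Detected genes had at least 3 counts after thinning each library to 10255. Nearest neighbours used Spearman correlation. Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3 was used, and figures were drawn with matplotlib 3.10.9.

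The fit was tested on simulated counts without other tissue differences, with 100 genes changed at each fold size. The false calls below therefore do not cover errors from scaling between tissues of different composition. For heart against the other tissues, 88% of 4-fold and 92% of 8-fold changes were recovered among 1137 genes, with 4 false calls among 956 unchanged genes. For pancreas these were 66% and 79% of 1107 genes with 23 false calls of 926, for the libraries labelled testis 51% and 83% of 1114 with 6 of 939, and for male against female kidney 36% and 73% of 1073 with 7 of 904. Of the raised genes, the specificity test recovered 28% and 66% in heart, 8% and 54% in pancreas, and 30% and 76% in the libraries labelled testis.

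Libraries from 1 animal share that animal. The deviations from the group means of libraries of different tissues of their tissue and sex had a median correlation of 0.053 within animals (583 pairs, 40.5% above 0.1) and -0.012 between animals of 1 sex (4166 pairs). Female animals also differed as sets in some tissues. The share of small nuclear RNA was 0.196 to 0.296% in Brain 6 to 9 and 0.0137 to 0.0303% in Brain 1 to 5. It was 0.0724 to 0.116% in Heart 6 to 9 and 0.00481 to 0.0104% in Heart 1 to 5. In lung the highest female shares were those of Lung 3 and 4 (0.0685% and 0.0683%). The main model held no term for such sets. A model with the animal as a block was fitted as an alternative. Other alternatives were no pool term, pool N541 alone, DESeq2 1.42.0 size factors or Wald test, library totals without scaling, miRNA genes alone, no filter, a filter of at least 10 CPM in 3 libraries, and each library labelled testis or each male animal left out. The libraries labelled testis, Pancreas 11 and those under 100000 counts were also left out, as were Intestine 5, 6 and 9, and animals 1 to 10 were fitted alone; these were chosen after the data were seen.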

Results

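Small RNA libraries from 11 tissues of 14 mice were compared by counts per gene: 12 libraries each of bone marrow, intestine and pancreas, 13 each of heart, liver and lung, 14 each of brain, kidney, muscle and spleen, and 3 labelled testis. Median depth was 3603026 counts in brain, 5149172 in heart, 7436943 in muscle, 12445057 in lung, 990388 in liver, 11701147 in kidney, 100239 in pancreas, 7969602 in intestine, 10496604 in spleen, 7554905 in bone marrow and 33076709 in the libraries labelled testis. Pancreas was the shallowest, from 10255 to 964665 counts, so low-level RNAs were least detectable there. All libraries but 1 were most correlated with a library of their own tissue. The exception, the library labelled Pancreas 11, was closest to Intestine 13 (Spearman rho 0.702 across genes, which are not independent replicates). Over miRNA genes alone it was closest to Pancreas 13 (rho 0.761).

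The RNA classes differed between tissues. Intestine had 41.6 ± 32.95% of its counts on tRNA genes (n = 12, from 5.46% to 92.7%; 8.73% in all other libraries; permutation adjusted p = 1.92e-04) and 55.1 ± 31.6% on miRNA genes (77.4% elsewhere; permutation adjusted p = 0.0018). Heart, rich in mitochondria, had 13.1 ± 9.21% on mitochondrial tRNA, against 2.57% (n = 13; permutation adjusted p = 1.92e-04). Spleen had 18.6 ± 6.97% on snoRNA, the guides of ribosomal RNA modification (7.57% elsewhere; permutation adjusted p = 0.00597), and the libraries labelled testis 36.3 ± 1.12% (8.09% elsewhere; n = 3, exact permutation adjusted p = 0.00236). Higher shares also stood in liver for scaRNA (1.67 ± 1.19%), in brain for miscellaneous RNA (0.570 ± 0.287%) and in bone marrow for small nuclear RNA (0.230 ± 0.241%; permutation adjusted p = 3.08e-04). These 8 of 77 comparisons passed. The smallest p permutations could give was 1e-05. The higher share of small nuclear RNA stood in Bone marrow 5 to 9 only (0.368 to 0.561%). The other bone marrow libraries held 0.0252 to 0.0771%, around the 0.0447% of other tissues. Compared within animals by an exact sign-flip test, 41 of 77 passed, but the lower miRNA share of intestine did not (-23.0 points, adjusted p = 0.0627), nor could the higher snoRNA share of the 3 libraries labelled testis (exact p no lower than 0.25). In pool N541 alone the intestine shares were 81.2% miRNA and 15.7% tRNA, and the intestine, spleen and testis-labelled calls were lost.

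**Figure D1:**
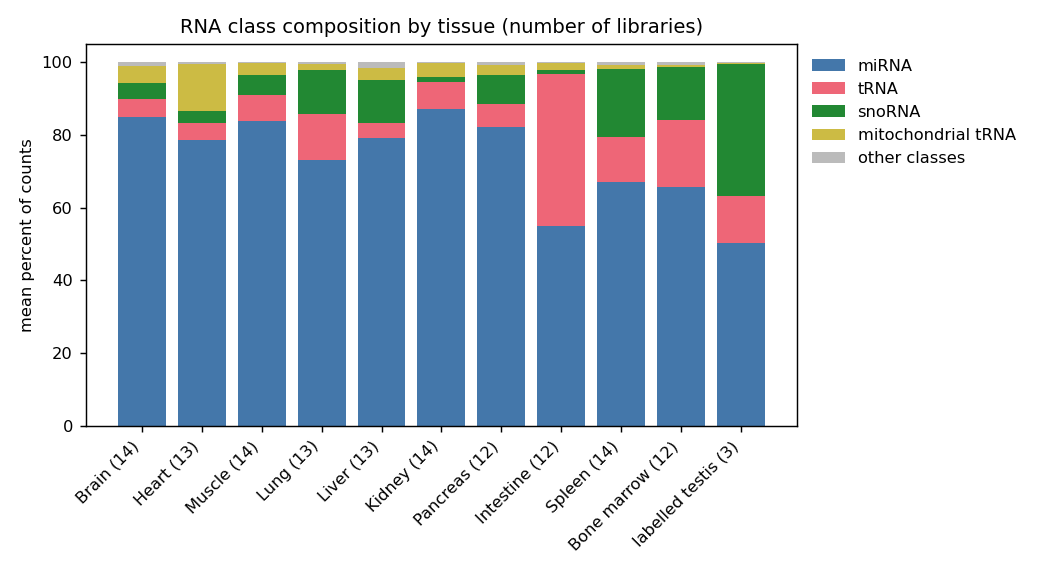
Mean percent of counts by RNA class in each tissue, as stacked bars from 0 to 100; numbers of libraries stand in brackets. Intestine had the widest spread between libraries for tRNA, which the bars do not show, and 3 of the bars' libraries are labelled testis.

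Mir124a-2, a neuronal miRNA, reached 2387 ± 2059 CPM (n = 14) against 1.08 ± 0.761 in intestine, the next tissue (10.85 on the log2 scale, adjusted p = 3.02e-13). Mir9-3, a regulator of neural progenitors, stood at 8699.9 ± 5969 CPM against 39.6 ± 21.8 in kidney (8.98, adjusted p = 5.71e-17), Mir873a at 209 ± 189 and Mir3059 at 75.3 ± 73.4. Gm22776 and Gm23767, snoRNA genes near each other on chromosome 7, were at 52.5 ± 40.2 and 55.8 ± 41.8 CPM. Of the 25 measured brain miRNAs, 23 were higher, 0 lower and 2 neither (median log2 8.34; adjusted p = 1.79e-14), with Mir9-2 at 8706 ± 5979, Mir9-1 at 5812 ± 3976 and Mir128-1 at 3069.5 ± 2040.3 CPM. All 38 measured miRNAs of the imprinted Dlk1-Dio3 cluster were higher (median 7.10; adjusted p = 3.38e-24), among them Mir127 (19078 ± 5672 CPM), Mir381 (2339 ± 1174) and Mir136 (1976 ± 849). Snord116l14, the 1 measured member of an imprinted snoRNA list, was at 11.2 ± 10.8 CPM (9.12 ± 0.63 over the other tissues, adjusted p = 8.65e-13). That list goes by gene name, and whether Gm22776 and Gm23767 belong with it was not tested. Both Y RNAs were higher, Rny1 at 2921 ± 1472 CPM and Rny3 at 284 ± 147, though the list missed the threshold (adjusted p = 0.0503). The Mir17-92 proliferation miRNAs had 14 of 16 lower (adjusted p = 4.31e-06, or 0.16 with an estimated correlation). Mir10a (2565 ± 3911 CPM, 115340.0 elsewhere; -4.87 ± 0.43), Mir214 (-4.66 ± 0.32) and Mir155 (-3.77 ± 0.32) were the lowest. In all, 36.7% of the 1268 genes were higher, 22.6% lower and 156 genes specific (130 miRNA, 14 snoRNA). Unscaled library totals gave 46.7% and 9.94%, and pool N541 alone ended the calls of Mir3059, Gm22776 and Gm23767. The 156 specific genes became 257 without a pool term, 100 with the DESeq2 Wald test and 58 in pool N541 alone. With the Wald test 35.7% were lower.

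Heart had 1001.4 ± 329.2 CPM of Mir208a, encoded in an intron of the alpha myosin heavy chain gene Myh6 (n = 13), against 6.85 ± 6.17 in lung (6.33, adjusted p = 1.48e-12), and 846 ± 324 of Mir499, encoded in Myh7b, against 19.4 ± 17.97 in muscle (5.53, adjusted p = 1.03e-13). All 9 measured striated muscle miRNAs were higher (median 9.08; adjusted p = 4.11e-22), with Mir133a-2 at 35246 ± 15908 CPM and Mir1a-2 at 25679 ± 16986. All 22 mitochondrial tRNAs were higher (median 3.76; adjusted p = 2.96e-34), led by mt-Ts2 (41202 ± 27921 CPM), mt-Tv (29309 ± 16387) and mt-Th (14101 ± 11692), and 11 of them exceeded each other tissue, among these mt-Tw (2.28 over intestine), mt-Tl2 (2.17 over muscle), mt-Tc (2.11) and mt-Tt (2.10). The miRNAs of the erythroid list, Mir486 (119008 ± 44043 CPM), Mir451a (12230.4 ± 10525) and Mir144 (1134 ± 799.8), were all higher (adjusted p = 6.17e-05). Mir486, which cannot be separated from Mir3107, also took 6.95 ± 2.54% of counts in muscle. Whether its level in heart reflects blood was not tested. The 7 epithelial miRNAs were all lower (adjusted p = 1.07e-07), as were 6 of 8 scaRNAs (adjusted p = 0.0363, or 0.237 with an estimated correlation). The sensory and epithelial cluster of Mir183 (-5.98 ± 0.61), Mir182 (-5.88 ± 0.56) and Mir96 (-5.79 ± 0.56) was the lowest. Of all genes, 12.2% were higher, 17.6% lower and 15 genes specific. DESeq2 size factors gave 14.9% and 11.5%, 11.5% were lower without Testis 13 and 10.2% without Pancreas 11, and 7 genes specific without Testis 11 or 12. The specificity calls of mt-Tw, mt-Tl2, mt-Tc and mt-Tt were lost without a pool term.

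Muscle had 468 ± 362 CPM of Mir206, a miRNA of skeletal muscle (n = 14), against 23.4 ± 39.1 in brain (4.26, adjusted p = 4.74e-07), and 1112 ± 487.4 of Mir133b from the same locus, against 239 ± 62.2 in heart (2.07, adjusted p = 0.0042). Mir7068 stood at 152 ± 123 CPM against 70.8 ± 39.98 in heart (adjusted p = 0.0246). Of 9 striated muscle miRNAs, 8 were higher, 0 lower and 1 neither (median 10.69; adjusted p = 1.05e-10), Mir133a-2 reaching 98330.2 ± 33175 CPM and Mir1a-1 88376 ± 69339.9. All 38 Dlk1-Dio3 miRNAs were higher here too (median 3.41; adjusted p = 4.47e-31), with Mir127 at 2468 ± 1131 CPM and Mir541 at 734 ± 468. Mitochondrial tRNAs were higher in 18 of 22 (median 1.97, adjusted p = 8.45e-08, or 0.179 with an estimated correlation), and 6 of 7 epithelial miRNAs were lower (adjusted p = 7.31e-08), Mir200a (-6.94 ± 0.64), Mir141 (-6.75 ± 0.65) and Mir200b (-6.30 ± 0.66) most. Of 16 proliferation miRNAs, 13 were lower (adjusted p = 2.30e-09, or 0.0572 with an estimated correlation). Genes higher were 19.2% of all and genes lower 10.8% (13.3% and 25.8% with unscaled library totals). The 5 specific genes became 12 with the animal as a block and 3 without Pancreas 11, which ended the call of Mir133b.

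Lung was marked by miRNAs of ciliated cells. Mir449a reached 159 ± 39.3 CPM (n = 13) against 7.93 ± 4.14 in brain (4.39, adjusted p = 2.83e-18), Mir449c 189 ± 96.2 (4.33), Mir34c 3812 ± 1126 against 622 ± 565 (3.38) and Mir34b 447 ± 295 (3.21). All 4 measured members of that list were higher (median 7.62; adjusted p = 7.50e-15); in brain all 4 were higher too (median 3.54, adjusted p = 0.0445, or 0.248 with an estimated correlation). Mir126a, the 1 measured endothelial miRNA, stood at 19064 ± 17993 CPM (2.20 ± 0.29, adjusted p = 1.26e-10), and the smooth muscle miRNAs Mir143 (81836 ± 23984) and Mir145a (1057 ± 257) were both higher (adjusted p = 0.0094). Mir351 was also specific (2235 ± 527 CPM, 1.56 over bone marrow). Of 7 lymphoid miRNAs, 5 were higher (adjusted p = 1.11e-04, or 0.0941 with an estimated correlation), and of 7 epithelial ones 6 (adjusted p = 4.47e-05, or 0.12 with an estimated correlation). Mir802 (-5.72 ± 0.56), Mir124a-1 (-5.10 ± 0.74) and Mir124a-2 (-3.97 ± 0.79) were the lowest. Of all genes, 17.4% were higher, 14.2% lower and 9 genes specific. Size factors gave 24.7% and 7.81%. Without Testis 11 they were 32.1% and 3.79%, and without Testis 12 32.6% and 3.55%, with 15 genes specific in either case.

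In liver Mir122, known from hepatocytes, reached 39979 ± 22307 CPM (n = 13), against 8.77 ± 12.9 in pancreas (11.78, adjusted p = 1.98e-08). All 6 liver miRNAs were higher (median 6.56; adjusted p = 1.10e-21), with Mir148a at 224483 ± 223911 CPM, Mir192 at 178583 ± 144660.0 and Mir194-2 at 1449 ± 752. Mir101b (14663 ± 16035 CPM, 3.34 over brain), Mir1948 (84.1 ± 71.9, 5.68 over the libraries labelled testis) and Mir21a (70368 ± 102987, 1.38 over spleen, adjusted p = 0.0445) were specific. So were Scarna17 (22656 ± 25487 CPM, 2.67 over muscle) and the scaRNA gene Gm25443 (131 ± 57.9, 2.15 over pancreas), while the scaRNA list as a whole had 2 higher, 1 lower and 5 neither (median -0.23, mean 0.30, adjusted p = 0.553). Of 7 lymphoid miRNAs, 6 were lower (adjusted p = 1.07e-07), as were both Y RNAs (adjusted p = 0.00426), Rny1 at 85.0 ± 57.7 CPM. Of the Dlk1-Dio3 miRNAs, 30 of 38 were lower (adjusted p = 5.19e-06, or 0.237 with an estimated correlation). Mir196b and Mir133b were listed at 0 in every liver library, against 107 and 136.8 CPM elsewhere, and Mir708 was at 0.156 CPM (-7.02 ± 0.58). In liver 11.2% of genes were higher, 20.9% lower and 12 genes specific, or 7 without Testis 12. Scarna17 and Gm25443 lost their calls in pool N541 alone, and Mir21a under several alternatives.

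Kidney counts were concentrated in Mir10b (642173 ± 170366 CPM, n = 14) and Mir10a (569139 ± 115694), miRNAs encoded within the Hox clusters, which took 32.4 ± 4.5% and 29.2 ± 4.8% of all counts. Mir10a was the 1 specific gene (1.71 over lung, adjusted p = 0.0111). Of 17 kidney miRNAs, 15 were higher, 0 lower and 2 neither (median 3.40; adjusted p = 4.23e-30), with Mir30a at 140506 ± 64211 CPM and Mir192 at 32132 ± 8091. Of 7 epithelial miRNAs, 6 were higher (median 3.004, adjusted p = 6.24e-07, or 0.0513 with an estimated correlation). Of 22 mitochondrial tRNAs, 10 were higher (median 0.94, adjusted p = 4.36e-05, or 0.31 with an estimated correlation), but their median was -0.15 with unscaled library totals. The Dlk1-Dio3 miRNAs were lower in 31 of 38, or 32 adjusted over the list alone (adjusted p = 2.22e-11, or 0.0727 with an estimated correlation). Mir490 (-4.88 ± 0.55), Mir7b (-4.10 ± 0.71) and the muscle miRNA Mir1a-2 (-3.66 ± 0.64) were the lowest. Of all genes, 14.3% were higher and 19.2% lower, against 5.28% and 40.1% with unscaled library totals. No gene was specific by edgeR's test without Testis 11, Testis 12, Testis 13 or Pancreas 11, each in turn, where Mir10a no longer passed, nor did it with animals 1 to 10 alone.

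Pancreas carried the acinar miRNAs Mir217 (2591 ± 2148 CPM, n = 12, against 46.1 ± 70.9 in intestine; 6.37, adjusted p = 6.03e-05) and Mir216a (3219 ± 2539; 6.33, adjusted p = 1.63e-04), and Mir375, known from islets (26659 ± 19052 CPM). Of 10 pancreas miRNAs, 8 were higher, 1 lower and 1 neither (median 6.93; adjusted p = 5.84e-19), Mir148a reaching 209507 ± 150479 CPM. Mir219a-1 (1462 ± 1810.1, 5.44 over liver), Mir184 (231 ± 191, 4.07 over brain), Mir34a (1672 ± 1274, 3.02 over kidney), Mir6969 (58.7 ± 45.5) and the snoRNA gene Gm22888 (214.7 ± 235) were specific too. Of 7 epithelial miRNAs, 5 were higher (adjusted p = 7.24e-07, or 0.055 with an estimated correlation), and of 22 mitochondrial tRNAs 18 were lower, or 19 adjusted over the list alone (adjusted p = 1.10e-05, or 0.275 with an estimated correlation). Mir488 and Mir196a-2 were listed at 0 in every pancreas library, and Mir351 was at 5.80 CPM (-5.61 ± 0.39, adjusted p = 3.91e-27). The liver list had 3 of 6 higher with a median of 1.56 (adjusted p = 0.0293, or 0.13 with an estimated correlation), which was -0.80 without Pancreas 11. Of all genes, 11.3% were higher, 22.0% lower and 17 genes specific, unscaled library totals gave 17.7% and 10.2%, and the DESeq2 Wald test 33.99% and 21.5%. The library labelled Pancreas 11 held 81720 raw CPM of Mir215, against at most 1.60 in the other 11.

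**Figure D2:**
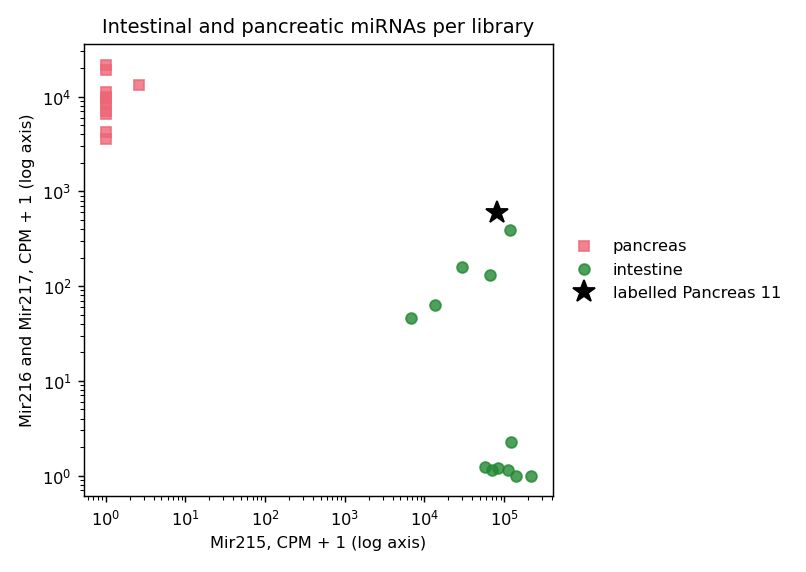
Raw CPM plus 1 of Mir215 against the sum of Mir216 and Mir217 genes, on log axes, for each pancreas library (squares) and intestine library (circles). The star is the library labelled Pancreas 11, which lay within the intestine range of Mir215 and between the 2 tissues in Mir216 and Mir217.

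Intestine carried Mir215, a miRNA of intestinal epithelium, at 108838 ± 55119 CPM (n = 12; 5.76 over pancreas, where the library labelled Pancreas 11 held nearly all of it, adjusted p = 1.38e-05). All 5 intestine miRNAs were higher (median 6.11; adjusted p = 2.49e-10), with Mir192 at 91547 ± 61054 CPM and Mir194-1 at 54601 ± 33266. The smooth muscle miRNAs Mir143 (104526 ± 36927) and Mir145a (2942 ± 1378) were higher (adjusted p = 5.25e-04), the 3 erythroid miRNAs lower (adjusted p = 7.04e-04), and 6 of 7 epithelial miRNAs higher (adjusted p = 1.56e-05, or 0.0965 with an estimated correlation). Of 10 pancreas miRNAs, 8 were higher (median 3.92, adjusted p = 0.0126, or 0.237 with an estimated correlation). The acinar ones came mostly from 5 libraries: Intestine 1, 5, 6, 9 and 10 carried 25.8 to 148.4 raw CPM of Mir216a and 16.5 to 190.3 of Mir217, and the other 7 at most 1.29. Of these, Intestine 6, 5, 9 and 10 also had the highest tRNA shares of all intestine libraries (92.7%, 88.7%, 77.2% and 63.7%). Intestine 1, with the most Mir216a, had 8.73%. In intestine 34.7% of genes were higher, 10.02% lower and 10.02% specific. tRNA genes made up 240 of the 440 genes higher and 118 of the specific ones, such as tRNA_row_765 (4213 ± 7794 CPM, 5.93 over pancreas, adjusted p = 1.38e-05), tRNA_row_176 (5.90), tRNA_row_175 (5.61), tRNA_row_1531 (5.21) and tRNA_row_412 (5.20), with SDs above their means. Mir499 (-4.05 ± 0.67), Mir144 (-3.14 ± 0.41) and Mir99a (-3.09 ± 0.33) were the lowest. The specific calls changed with the libraries kept: without Intestine 5, 6 and 9 they fell to 8, while 25.8% of genes were still higher. With all intestine libraries they were 8, 8 and 20 without Testis 11, 12 and 13 in turn, but 12.6% of genes without all 3. In pool N541 alone there was 1, and tRNA_row_176, tRNA_row_175 and tRNA_row_412 had the opposite sign. Unscaled library totals gave 22.5% higher and 18.1% lower.

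Spleen carried Mir150, a miRNA of mature lymphocytes, at 5143 ± 2439.7 CPM (n = 14) against 632 ± 193.8 in bone marrow (3.29, adjusted p = 3.65e-08). Snord17 (2978 ± 952 CPM, 1.86 over liver) and Mir211 (60.2 ± 49.8, 2.98 over brain) were specific too. Of 16 proliferation miRNAs, 15 were higher and 1 lower (median 1.83; adjusted p = 3.61e-13), Mir92-1 standing at 22456 ± 7717 CPM, Mir25 at 1448 ± 462.8 and Mir93 at 1360.4 ± 619. Both measured myeloid miRNAs were higher (adjusted p = 1.11e-04), and of 7 lymphoid ones 3, among them Mir142 at 14204 ± 4512 CPM (median 0.22, adjusted p = 0.00305, or 0.216 with an estimated correlation). Of the 81 Sfmbt2 cluster miRNAs in the table, 17 passed the expression filter and all 17 were higher (median 3.41; adjusted p = 1.71e-17) at low levels, Mir467e at 8.21 ± 5.90 CPM and Mir669c at 7.10 ± 4.05. The filter works by tissue, so which members were measured was not independent of their level in spleen. Of 38 Dlk1-Dio3 miRNAs 32 were lower (adjusted p = 5.59e-17), and of 22 mitochondrial tRNAs 21 (adjusted p = 3.08e-13, or 0.0572 with an estimated correlation). Mir375 (-5.54 ± 0.44), Mir124a-2 (-4.48 ± 0.79) and Mir215 (-4.32 ± 0.97) were the lowest miRNAs. As in lung, the Mir124a-2 call rests on values near the floor. In spleen 20.4% of genes were higher, 14.4% lower and 6 genes specific. Unscaled library totals gave 41.9% and 8.20%, and 14 genes were specific without Testis 11 or Testis 12. Mir211 lost its call in pool N541 alone.

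Bone marrow carried Mir223, a miRNA of granulocytes, at 2768 ± 1275 CPM (n = 12) against 430.5 ± 167 in spleen (2.82, adjusted p = 1.31e-07). Both myeloid miRNAs were higher, Mir142 at 8552 ± 1886 CPM (median 4.43; adjusted p = 1.31e-04), as were the 3 erythroid ones, Mir486 at 55992 ± 31131, Mir451a at 15183 ± 11028 and Mir144 at 1339 ± 679 (adjusted p = 0.00762, or 0.105 with an estimated correlation). Of 16 proliferation miRNAs, 13 were higher and 1 lower, Mir92-1 at 20840.3 ± 6909 CPM (adjusted p = 3.04e-05, or 0.189 with an estimated correlation). Gm24187 (159.8 ± 115 CPM, 2.93 over heart), Gm25911 (2.85), Mir6240 (2.58) and Gm23935 (1.97 over pancreas), genes annotated as miRNA, were specific too. Of 38 Dlk1-Dio3 miRNAs, 32 were lower (median -3.57; adjusted p = 6.33e-20), of 22 mitochondrial tRNAs 21 (adjusted p = 3.46e-11, or 0.0874 with an estimated correlation), and all 7 epithelial miRNAs (adjusted p = 7.62e-06, or 0.0876 with an estimated correlation). Mir200a (-6.53 ± 0.66), Mir429 (-6.09 ± 0.70) and Mir183 (-6.03 ± 0.64) were the lowest miRNAs. The list of U small nuclear RNAs, which goes by name, had 4 of 5 higher without passing (median 1.53, adjusted p = 0.154), Rnu5g at 58.8 ± 61.2 CPM and Rnu11 at 48.7 ± 39.95; Rnu73b (115 ± 184), also among the 4, is a snoRNA in the table's class field. Of all genes, 28.9% were higher, 18.6% lower and 7 genes specific, and unscaled library totals gave 51.0% and 11.5%. The specific genes fell to 1, 3 and 1 without Testis 11, 12 and 13, where the Gm genes and Mir6240 lost their calls, as they did with animals 1 to 10 alone, which kept 1 of the 7. Mir223 lost its call in pool N541 alone.

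The 3 libraries labelled testis were marked by miRNAs of epithelia. Mir205, known from stratified and glandular epithelium, stood at 10076 ± 1218 CPM (n = 3) against 36.6 ± 28.4 in kidney (8.20, adjusted p = 1.32e-16), and Mir203, of skin, at 8587 ± 1677 against 1112 ± 738 in liver (3.76, adjusted p = 2.01e-11). Mir147 was at 51.7 ± 9.33 CPM (2.78 over bone marrow). All 7 epithelial miRNAs were higher (median 3.33; adjusted p = 3.42e-11), Mir141 at 10819 ± 1647 CPM and Mir200b at 755 ± 94.9. Of the X-linked miRNA cluster known from male germ cells, 4 of 21 genes were measured and none passed (median -1.69; adjusted p = 0.606); its summed counts were 4 to 5 per library. Mir215 (-6.70 ± 1.95), Mir153 (-5.79 ± 1.03) and Mir1a-2 (-4.98 ± 1.36) were the lowest. In these libraries 14.2% of genes were higher (82 snoRNA genes), 6.86% lower and 3 genes specific. Unscaled library totals gave 8.83% and 11.99%, and 2.13% and 3.39% were lower without Testis 11 and Testis 12. Mir215 and Mir1a-2 lost their calls without Testis 11, and Mir153 and Mir147 in pool N541 alone.

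**Figure D3:**
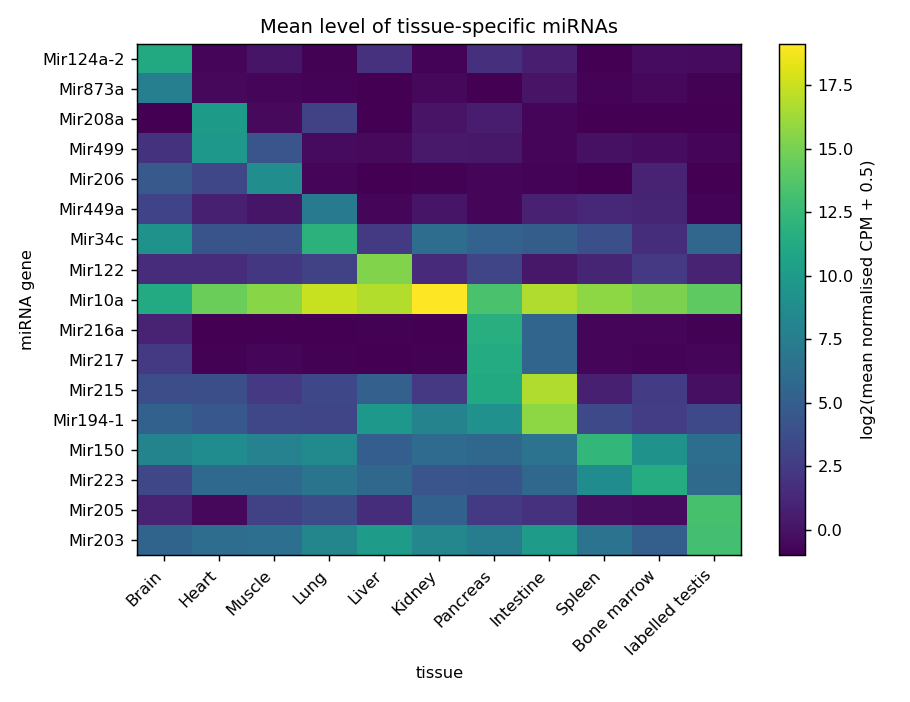
Heat map of log2 of mean CPM plus 0.5 for 17 miRNAs in 11 tissues, chosen among the genes named in the text. Each column is the mean of 1 tissue's libraries; the testis column is the mean of the 3 libraries labelled testis.

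Heart and muscle, both striated, differed by 10.96% of genes higher and 20.7% lower in heart. Heart had more Mir208a (1001.4 ± 329.2 against 0.229 ± 0.373 CPM; 12.02 ± 0.61, adjusted p = 1.02e-32), Mir490 (8.36 ± 0.54), Mir499 (5.53 ± 0.47) and the erythroid miRNAs Mir451a (4.58 ± 0.48) and Mir144 (3.91 ± 0.41). The 7S RNA genes Rn7s6 (3.07), Rn7s2 (2.90) and Rn7s1 (2.81) and the miscellaneous RNA genes Gm24514 (3.22) and Gm26461 (2.90) were also higher. The share of miscellaneous RNA, the class of all these genes, was highest in Heart 7, 8 and 9 (0.699%, 0.504% and 0.270%). It was 0.0605 to 0.182% in the other heart libraries and 0.0141 to 0.102% in muscle. Whether the calls hold without those animals was not tested. Muscle had more of the Hox-encoded Mir196a-1 (257 ± 119.6 against 0.0323 ± 0.117 CPM in heart; -13.09 ± 0.51), Mir196a-2 (-12.78 ± 0.47), Mir196b (-7.31 ± 0.49) and Mir10b (-4.46), of Mir206 (-5.62 ± 0.69, adjusted p = 9.54e-12), Mir708 (-4.24) and tRNA_row_118 (-3.20), and of the Dlk1-Dio3 members Mir434 (-4.18), Mir136 (-3.81) and Mir410 (-3.80). Mitochondrial tRNAs were higher in heart in 15 of 22 and lower in 0. With unscaled library totals 20.4% and 12.3% of genes were higher and lower, with size factors 15.7% and 15.3%, and 16.6% were higher without Pancreas 11.

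Bone marrow and spleen, both blood-forming or lymphoid, differed by 14.9% of genes higher and 16.0% lower in bone marrow. Bone marrow had more Mir6236 (3057 ± 1582 against 204.1 ± 176 CPM; 5.83 ± 0.63, adjusted p = 1.81e-13), Gm25911 (5.96), Mir6240 (5.64), Gm24187 (5.51), Gm23935 (5.27), Gm24270 (5.24), Gm24245 (5.08), Gm47287 (4.67) and Gm47305 (4.34), and of Mir196b (71.5 ± 26.4 against 3.03 ± 1.051 CPM; 4.10 ± 0.54). Gm47287 lies within the 7S RNA gene Rn7s1 and Gm47305 within Rn7s2, on the same strand, so their counts cannot be separated from 7S RNA. Female bone marrow libraries were all in pool N469 and female spleen libraries all in N467. The bone marrow minus spleen folds thus depend on a pool term held equal in all tissues, and can exceed the ratio of printed means. Mir6236 was lower in males in 8 tissues, Gm23935 and Gm24270 in 6, Gm25911 in 5, Mir6240 in 4, and Gm24187 and Gm24245 in 3. Gm24187 was higher in 1. For these genes tissue was not fully separated from pool and sex. Spleen had more of the lymphocyte miRNAs Mir150 (-3.29 ± 0.46, adjusted p = 2.29e-09) and Mir155 (417 ± 131 against 68.1 ± 36.5 CPM in bone marrow; -3.11 ± 0.40) and of the smooth muscle miRNAs Mir143 (43122 ± 16357 against 4313 ± 917; -3.21 ± 0.35) and Mir145a (-3.62 ± 0.31). Mir211 (-4.46), Mir24-1 (-3.42), Mir24-2 (-3.20), Mir204 (-3.20), Mir183 (-3.05) and Mir141 (-3.03) were also lower in bone marrow. By class, 23.1% of tRNA genes were higher and 1.36% lower in bone marrow, against 10.9% and 26.6% of miRNA genes.

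Male animals had less mitochondrial tRNA than female ones in each of 10 tissues, most clearly in kidney (0.465 ± 0.063% of counts, n = 4, against 5.23 ± 1.43%, n = 10; exact permutation adjusted p = 0.00932), spleen (0.160 ± 0.034% against 1.70 ± 0.43%; exact permutation adjusted p = 0.00932) and brain (1.17 ± 0.79% against 6.05 ± 2.71%; exact permutation adjusted p = 0.0311); muscle and pancreas passed too, and 5 tissues did not. Of the 22 mitochondrial tRNAs, 20 were lower in males in kidney, 20 in lung, 19 in spleen, 18 in liver, 17 in brain, 14 in heart and in intestine, 13 in muscle, 12 in bone marrow and 10 in pancreas. In bone marrow 1 of the 22 was higher in males. In kidney mt-Tl1 was at 162 ± 54.2 CPM in males and 9082 ± 4720.4 in females (-5.80 ± 0.63, adjusted p = 9.41e-13). The share of snoRNA was higher in males in bone marrow (42.1 ± 6.6% against 5.30 ± 2.15%; exact permutation adjusted p = 0.0227), lung (26.97 ± 3.4% against 5.61 ± 2.24%), muscle (15.8 ± 5.4% against 1.503 ± 0.94%) and heart (7.24 ± 4.19% against 1.39 ± 0.34%; exact permutation adjusted p = 0.00932 in these 3). The male kidney share was lower. The miRNA share was lower in males in bone marrow (34.9 ± 3.4% against 76.0 ± 4.4%; exact permutation adjusted p = 0.0227) and higher in kidney (94.5 ± 1.8% against 84.3 ± 6.3%; exact permutation adjusted p = 0.0363). Within a tissue, sex cannot be told apart from library pool and animal set.

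Single genes moved by larger steps. Snord49a, which guides methylation of ribosomal RNA, was higher in males in all 10 tissues, as in bone marrow (182958 ± 22624 against 509 ± 90.7 CPM; 8.49 ± 0.53), lung (8.34 ± 0.51), muscle (8.76 ± 0.50) and brain (6.23 ± 0.46, adjusted p = 1.76e-23). Gm24463 was higher in heart (5.85), muscle (8.21), lung (7.39) and bone marrow (7.54), and Snord71 in brain (4.06) and spleen (4.31). Lower in males in all 10 tissues were Snord42b, as in kidney (2.47 ± 3.06 against 441 ± 189 CPM; -6.99 ± 0.71) and liver (-5.08), the snoRNA genes Gm22192, Gm24920, Gm25632, Gm25835 and Gm26109, the miRNA Mir19b-2, and mt-Ta and mt-Te; mt-Tg, mt-Tl1, mt-Ts2 and tRNA_row_3015 were tied with them. In pancreas Mir194-1 (9.72) and Mir215 (14.998) were higher in males through the library labelled Pancreas 11. The other 11 pancreas libraries had medians of 0 and at most 21.7 and 1.60 raw CPM, so the folds without it (-7.19 and -4.07) compare groups at the floor and give no direction.

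In males 5.52% of genes were higher and 12.4% lower in brain, 4.50% and 6.39% in heart, 8.75% and 9.15% in muscle, 10.02% and 15.5% in lung, 2.84% and 13.2% in liver, 3.63% and 20.4% in kidney, 4.34% and 5.68% in pancreas, 2.37% and 20.7% in intestine, 8.52% and 19.9% in spleen, and 14.8% and 14.8% in bone marrow. The median log2 difference over all genes was -0.42 in brain, -0.03 in heart, -0.19 in muscle, -0.12 in lung, -0.65 in liver, -1.22 in kidney, -0.96 in pancreas, -1.55 in intestine, -0.22 in spleen and -0.18 in bone marrow. Male libraries were shallower in kidney (301536 to 2663695 counts against 9393931 to 14943881) and intestine (777968 and 2072433 against 3860414 to 15496948), so depth differed with sex there. Male brain libraries (17201 to 2785987) lay below all female ones (3415477 to 10106350) except Brain 10 (592837). Male liver libraries (261243 to 909136) lay below all female ones except Liver 2 and 5 (512476 and 78905). Pancreas 11 and 13 (10255 and 13795) were the shallowest of their tissue, and Pancreas 12 (66250) lay within the female range. In lung male libraries were deeper (24352584 to 33186859 against 4809491 to 14687003). So were Bone marrow 11 and 13 (16394202 and 14638850, against at most 8833770 in females), but not Bone marrow 14 (7566884). Muscle 11, 12 and 14 were also deeper (21650340 to 27644673, against at most 13005329 in females), but Muscle 13 was not (2469371). In at least 3 tissues 108 genes were higher and 233 lower. With unscaled library totals the percents were 7.02% and 13.4% in muscle, 7.73% and 19.2% in lung, 4.89% and 9.07% in liver, 2.44% and 12.5% in intestine, 4.26% and 26.1% in spleen and 8.36% and 32.7% in bone marrow. With size factors they were 3.79% and 17.4% in brain, 12.6% and 10.7% in lung, 4.97% and 3.94% in pancreas and 14.3% and 14.3% in spleen. Leaving out 1 male animal changed the higher or the lower count by over 1.5 times in all 10 tissues. Without animal 11 higher and lower were 3.08% and 15.9% in brain, 3.86% and 3.94% in heart, 6.70% and 5.13% in muscle, 10.4% and 7.26% in lung, 4.34% and 6.62% in liver, 3.71% and 12.3% in kidney, 2.37% and 2.13% in pancreas, 6.94% and 12.8% in spleen and 18.3% and 6.86% in bone marrow. Without animal 12 they were 2.05% and 19.2% in brain, 3.47% and 3.31% in heart, 7.73% and 3.47% in muscle, 13.2% and 5.68% in lung, 3.55% and 6.23% in liver, 4.81% and 12.1% in kidney, 4.26% and 2.52% in pancreas, 7.33% and 8.91% in intestine, 11.04% and 10.5% in spleen and 16.9% and 9.07% in bone marrow. Without animal 13 they were 1.10% and 22.8% in brain, 8.83% and 5.36% in muscle, 10.7% and 8.12% in lung, 3.71% and 6.78% in liver, 4.65% and 12.8% in kidney, 3.79% and 2.997% in pancreas, 1.34% and 9.78% in intestine, 9.15% and 12.2% in spleen and 7.89% and 3.55% in bone marrow, and without animal 14 3.39% and 11.8% in brain, 7.10% and 4.10% in muscle, 10.02% and 9.07% in lung, 3.47% and 6.78% in liver, 5.60% and 2.68% in pancreas, 0.710% and 2.60% in intestine and 12.3% and 7.81% in bone marrow. Without the library labelled Pancreas 11 they were 9.94% and 5.28% in muscle and 1.97% and 2.52% in pancreas. Intestine has no library of animals 11 and 12, bone marrow none of animal 12 and pancreas none of animal 14, so those omissions removed no library of the tissue. Gm25835 passed in 5 tissues without animal 12.

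**Figure D4:**
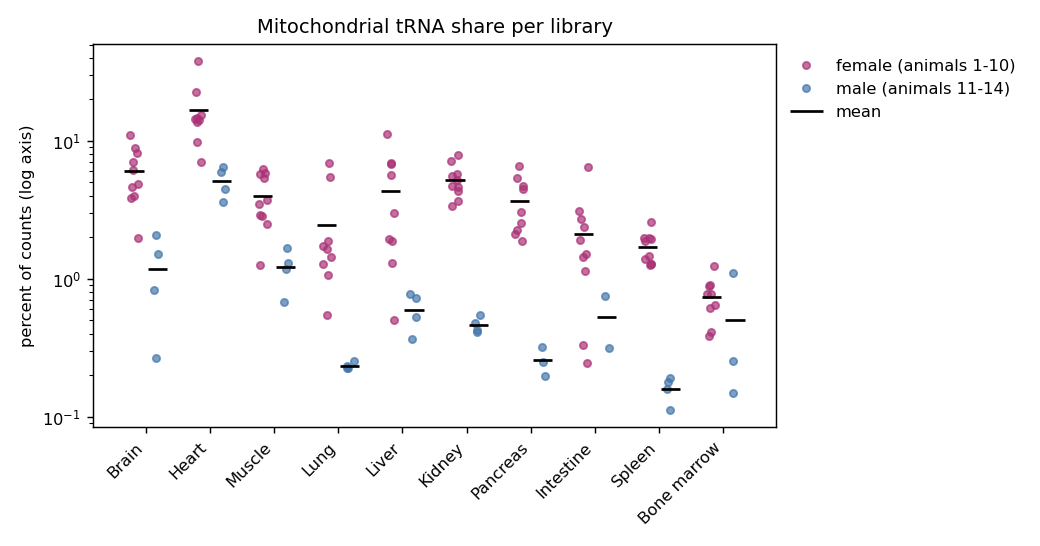
Percent of counts on mitochondrial tRNA in each library of 10 tissues, on a log axis, for female (animals 1 to 10) and male (animals 11 to 14) mice; bars are means. Within a tissue the sexes also differ in library pool.

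Genes detected after thinning to equal depth were most in brain (a mean of 55.2 above the 168 elsewhere, SD 35.9, n = 14, permutation adjusted p = 1.1e-04), and also more than elsewhere in bone marrow (213 ± 30) and spleen (211.6 ± 22). Fewer were detected in kidney (128.1 ± 23), liver (134.5 ± 26) and muscle (145.4 ± 28). The bone marrow call was lost at a threshold of 10 counts (permutation adjusted p = 0.056), and the liver call after thinning to 500000 (permutation adjusted p = 0.084). Without thinning, where depth differs too, brain, muscle and kidney lost their calls (permutation adjusted p = 0.091, 0.98 and 0.25). Lung and pancreas passed there (permutation adjusted p = 0.016 and 1.1e-04). Reads of tissue-marking miRNAs were also compared across pools, since reads given to the wrong library of a pool would raise them where the source tissue shared it: of 11 reporters, 5 had differences above 0 and none passed. The largest in size was Mir9 (-1.24, exact permutation p = 0.005, adjusted p = 0.055). Most reporters lay near the floor in the recipient libraries, so these signs do not decide on carry-over.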

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

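The tests on the library labelled Pancreas 11, on the libraries labelled testis and on the library pool of the male animals were chosen after the results were seen.

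The library labelled Pancreas 11 carried intestinal miRNAs: 838 counts of Mir215, or 81720 raw CPM, where the other 11 pancreas libraries had at most 1.60 and intestine 6866 to 219500. Sampling noise was excluded, since the lower bound of the exact 95% interval was 76490. A mislabelled intestine library may account for it. Its 6 counts of Mir216 and Mir217 had a lower bound of 214.7 raw CPM. That lay under the highest intestine library (388.2) but far above the intestine median (0.7529), so this part rests on the upper end of intestine. Its Mir375 (1755) lay within intestine (372.5 to 4223) and below the other pancreas libraries (at least 17440). Its column stands between Intestine 10 and Intestine 13 in a table otherwise ordered by tissue. A mixture with pancreas RNA cannot be told apart from a mislabelled library. The 585.1 raw CPM lay between intestine and the lowest other pancreas library (3549), with an interval reaching both sides of 388.2. Over miRNA genes alone the nearest library was Pancreas 13 (rho 0.761). No biological explanation was tested.

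The libraries labelled testis had 4 to 5 counts per library over the X-linked cluster known from germ cells, and Mir34b and Mir34c summed to 31.8 to 33.7 raw CPM, within the 8.91 to 63.5 of intestine and below the 2144 to 6433 of lung. Depth was excluded, since 3 counts stand for 0.1376 CPM in the shallowest of them. Counting that leaves these genes empty was excluded for Mir34b and Mir34c by the 6433 in lung. RNA of another epithelial tissue is a candidate explanation, as 7 of 7 epithelial miRNAs were higher, with Mir205 at 5439 to 6870 and Mir203 at 4515 to 6226 raw CPM. Which tissue it would be was not tested, and a biological difference of these testes stays open as untested.

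Mitochondrial tRNA was a smaller share in males in 10 of 10 tissues. A few abundant genes were excluded as the cause, since 7 of 7 tissues with exact p below 0.05 kept it without the 10 most abundant other genes. Library size was excluded too: it predicted -2.08% of the difference (-18.0 to 13.9). The library pool of the male animals cannot be told apart from sex, as 0 tissues had both sexes in 1 pool. Sex stays open as untested.

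The male minus female difference itself differed among the 10 tissues for 550 of 1029 genes by edgeR's interaction test. In 34 tests, on 2 RNA classes in 17 groups of 4 to 10 libraries of 1 tissue and sex, where chance sets a library apart in about 1 in 20, the share of mitochondrial tRNA stood apart in female Intestine 3 (6.45%), and that of snoRNA in female Brain 10 (8.36%), female Pancreas 2 (9.96%), female Intestine 8 (2.51%) and male Muscle 13 (7.63%, the lowest).

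Other groupings of the same libraries were also fitted: tissue labels shuffled within each animal (30 groupings with the real one), the labels of a tissue pair swapped within animals (40), or 4 animals drawn as the second set (40). Brackets give the real percent of the 1268 genes, then the highest in other groupings. Shuffling all tissues also mixes the others, which differ whether or not the 1 tested does, so for single tissues these groupings do not settle whether chance can be excluded. For genes higher, 4 groupings reached the real value in heart (12.2, 18.3), 2 in muscle (19.2, 19.6), 2 in lung (17.4, 18.1), 3 in liver (11.2, 20.3), 2 in kidney (14.3, 20.03), 3 in pancreas (11.3, 17.7) and 3 in the libraries labelled testis (14.2, 17.98). Only 1, the real one, did in brain (36.7, 23.7), intestine (34.7, 20.4), spleen (20.4, 16.5) and bone marrow (28.9, 23.5). For genes lower only 1 did in each case: brain (22.6, 1.26), heart (17.6, 9.07), muscle (10.8, 2.997), lung (14.2, 2.44), liver (20.9, 6.31), kidney (19.2, 5.60), pancreas (22.0, 3.94), intestine (10.02, 2.76), spleen (14.4, 7.18), bone marrow (18.6, 1.97) and the libraries labelled testis (6.86, 5.76). For specific genes 3 groupings did in the libraries labelled testis (3 genes, up to 6), and 1 in each of the other 10 tissues (highest other 0). For bone marrow over spleen (14.9, 6.31) and the reverse (16.0, 6.39) only the real grouping reached the real value. Pools N467 and N469 follow these tissues in females but not after swapping, so this does not separate tissue from pool. Chance was excluded for heart over muscle (10.96, 9.54) and muscle over heart (20.7, 3.71). For the sexes it was excluded in brain (17.9, 11.7), heart (10.9, 5.13), muscle (17.9, 3.86), lung (25.6, 3.39), liver (16.1, 13.2), kidney (24.1, 4.42), pancreas (10.02, 6.07), intestine (23.0, 14.1), spleen (28.4, 2.21) and bone marrow (29.6, 7.49).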

How the results depend on the processing

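Tests with animals 1 to 10 alone, and without Pancreas 11, the libraries under 100000 counts, the 3 libraries labelled testis or Intestine 5, 6 and 9, as well as thinning to 500000, were chosen after the results were seen. Across alternatives, counts of lower and of specific genes moved more than the named genes: the DESeq2 Wald test kept direction and side of the threshold for 96.1% of the named-gene results, size factors for 98.7%, unscaled library totals for 93.5%, the stricter filter for 98.0%, and the animal block for 99.2%. Pool N541 alone, with 4 animals at most per tissue, kept 158 of 200 results. That tally also holds class shares, so it cannot be compared with the percents of named genes. Median depth was lowest in pancreas, where the libraries held from 10255 to 964665 counts. Scaling set the split between higher and lower genes. The median log2 fold change over all genes was 0.27 in bone marrow with TMM, 0.11 with size factors and 1.11 with library totals. In the same order it was 0.14, -0.20 and 0.89 in brain, -0.40, -0.21 and -0.45 in heart, 0.22, 0.07 and -0.31 in intestine, -0.32, -0.21 and -1.16 in kidney, -0.56, -0.58 and -0.74 in liver, -0.21, 0.09 and -0.17 in lung, -0.13, -0.20 and -0.68 in muscle, -0.95, -0.999 and -0.43 in pancreas, -0.03, -0.02 and 0.71 in spleen, and 0.03, 0.16 and -0.42 in the libraries labelled testis. List medians that changed sign with library totals were those of the mitochondrial tRNAs in kidney, the proliferation list in kidney (0.39 to -0.56) and the kidney list in spleen (-0.43 to 0.40). The share of counts without ribosomal RNA was not run, since the table has no such class. By Pearson correlation all libraries but 1 had a nearest neighbour of their own tissue, and over miRNA genes alone all had. Of the reporter miRNAs, Mir9 passed with a prior of 0.1 CPM or without muscle or spleen as recipients, with a sign opposite to carry-over. Genes called are percents of the 1268 genes of the full test, also where another number was tested, and are given where the count changed by over 1.5 times.

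Without a pool term, 11.4% in the libraries labelled testis were lower, and specific genes came to 20.3% in brain, 0.316% in heart, 0.868% in muscle and 0.237% in kidney. With the animal as a block, specific genes in muscle came to 0.946%, and 41 of 77 class shares passed, from a paired test within animals. The block changed no other count by over 1.5 times. The cause of the other moves was not tested. With an estimated inter-gene correlation, 36 of the 101 calls of lists held.

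In pool N541 alone, which has fewer animals, genes higher came to 24.2% in brain, 6.23% in pancreas and 11.8% in intestine. Genes lower came to 4.18% in heart, 5.60% in muscle, 4.89% in lung, 8.99% in liver, 10.2% in kidney, 8.28% in pancreas, 5.05% in spleen and 10.1% in bone marrow. Specific genes were 4.57% in brain, 0.631% in heart, 0.0789% in muscle, 0.237% in lung, 0.237% in liver, 0% in kidney, 0.0789% in intestine and 0.158% in bone marrow, by edgeR's test. The margin of intestine over the next tissue was -0.21 for tRNA_row_176, -0.17 for tRNA_row_175 and -0.055 for tRNA_row_412.

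With DESeq2 size factors, genes lower came to 11.5% in heart and 7.81% in lung, and specific genes to 0.237% in kidney and 0.789% in spleen. With library totals, genes higher came to 5.28% in kidney, 17.7% in pancreas, 22.5% in intestine, 41.9% in spleen, 51.0% in bone marrow and 8.83% in the libraries labelled testis. Genes lower came to 9.94% in brain, 25.8% in muscle, 40.1% in kidney, 10.2% in pancreas, 18.1% in intestine, 8.20% in spleen, 11.5% in bone marrow and 11.99% in the libraries labelled testis. Specific genes were 0.0789% in muscle, 0.394% in lung, 0.552% in liver, 0% in kidney, 0.473% in intestine and 1.34% in bone marrow. In heart 20.4% were higher and 12.3% lower than in muscle, and 14.9% differed by sex in intestine. The median shifts given above follow from the scaling itself.

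Over miRNA genes alone, where fewer genes were tested, genes higher came to 18.4% in brain, 11.8% in muscle, 10.02% in lung, 4.34% in liver, 8.68% in kidney, 5.52% in pancreas, 11.2% in intestine, 10.96% in spleen and 16.0% in bone marrow. Genes lower came to 10.3% in brain, 4.81% in heart, 6.94% in lung, 11.9% in liver, 8.12% in kidney, 13.1% in pancreas, 3.71% in intestine, 9.38% in spleen and 9.78% in bone marrow. Specific genes were 7.73% in brain, 0.316% in heart, 0.710% in muscle, 0.473% in liver, 0.394% in kidney, 0.552% in intestine, 1.498% in bone marrow and 0.394% in the libraries labelled testis. Of the pairs, 10.2% were lower in heart than in muscle, and 9.62% higher and 7.41% lower in bone marrow than in spleen. By sex, 7.96% in brain, 1.34% in heart, 3.39% in muscle, 8.28% in lung, 4.18% in liver, 9.86% in kidney, 4.50% in pancreas, 4.18% in intestine, 8.60% in spleen and 9.15% in bone marrow differed.

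With the DESeq2 Wald test, genes higher came to 33.99% in pancreas, genes lower to 35.7% in brain, 21.8% in muscle, 18.5% in intestine, 28.3% in bone marrow and 12.4% in the libraries labelled testis, and specific genes to 7.89% in brain, 0.237% in muscle and 0.394% in kidney. Without a filter, genes higher came to 19.4% in heart, 29.2% in lung and 30.8% in spleen, genes lower to 10.3% in heart, and specific genes to 0.552% in liver, 0% in kidney and 6.07% in intestine by edgeR's test. In heart 16.8% were then higher than in muscle, and by sex 10.4% in liver and 14.3% in intestine differed. With at least 10 CPM in 3 libraries, 10.9% in spleen were higher, and specific genes came to 0.237% in muscle, 0.394% in lung and 0.158% in kidney. By direction, higher and lower in males came to 3.08% and 14.7% in brain, 5.92% and 17.7% in kidney and 12.8% and 15.4% in spleen with the Wald test, 2.37% and 24.1% in brain, 4.42% and 4.02% in heart, 9.78% and 3.23% in muscle, 11.1% and 9.70% in lung, 2.60% and 7.81% in liver, 1.74% and 12.5% in intestine and 15.7% and 9.62% in bone marrow without a filter, and 4.81% and 13.9% in intestine and 11.9% and 11.6% in spleen with the stricter one. The cause of these moves was not tested.

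Leaving out 1 library labelled testis, or Pancreas 11, at a time gave 10.2 to 18.1% in heart, 3.55 to 12.5% in lung and 2.13 to 6.78% in the libraries labelled testis lower, and 19.2 to 32.6% in lung higher, with 11.9 to 16.6% higher in heart than in muscle. Specific genes ran from 0.552 to 1.34% in heart, 0.237 to 0.394% in muscle, 0.710 to 1.18% in lung, 0.552 to 0.789% in liver, 0.631 to 10.4% in intestine, 0.473 to 1.10% in spleen and 0.0789 to 0.473% in bone marrow, and were 0 in kidney in each case by edgeR's test. The library used as the TMM reference changed with these omissions, from Heart 13 to Intestine 9, Muscle 8 or Muscle 10, which alters every scaling factor. Leaving out 1 male animal, or Pancreas 11, gave by sex 6.78 to 10.4% in heart, 11.2 to 15.2% in muscle, 9.78 to 13.4% in liver, 16.0 to 21.2% in kidney, 4.50 to 8.28% in pancreas, 3.31 to 24.8% in intestine and 11.4 to 26.9% in bone marrow. In pancreas the male minus female difference ran from -7.19 to 11.88 for Mir194-1 and from -4.07 to 17.12 for Mir215, and was -4.03 for Mir215 without animal 11; the negative ends come from groups with a median of 0 counts and show no reversal.

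Without the libraries under 100000 counts, 9.15% in heart were lower and 0.237% specific to kidney. With animals 1 to 10 alone, 9.86% in kidney were lower, specific genes came to 0.946% in muscle, 0.237% in kidney and 2.29% in pancreas, and 13.1% were lower in heart than in muscle. Of the specific genes of all animals these kept 0 of 1 in kidney, 1 of 7 in bone marrow, 3 of 6 in spleen, 8 of 12 in liver, 9 of 15 in heart and 135 of 156 in brain. The specificity calls of mt-Tl2, mt-Tt, Mir7068, Gm25443 and Mir211 were lost as well, and the lower calls of Mir124a-2 in lung and spleen, Mir7b in kidney and Mir196a-2 in pancreas. Without the 3 libraries labelled testis, 23.7% in brain were higher, with 0.316% in kidney and 0.789% in spleen specific. Without the libraries under 100000 counts, higher and lower in males came to 9.54% and 5.36% in muscle and 5.68% and 14.8% in intestine. Without Intestine 5, 6 and 9, 0.631% were specific to intestine. The cause was not tested.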

Other observations

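The test on Mir182 in brain was chosen after the result was seen.

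Some groups stood outside their usual tissue. In heart the 4 of 21 members of the X-linked cluster known from male germ cells that passed the expression filter were higher (median log2 4.44), at low levels: Mir871 at 8.29 ± 3.34 CPM, Mir547 at 3.68 ± 1.61, Mir201 at 3.38 ± 1.78 and Mir470 at 3.12 ± 2.29 (n = 13), and in liver 3 of 4, or 4 adjusted over the list alone. Of the 4, 3 had their highest count outside the libraries labelled testis in heart and 1 in liver, so the filter was not independent of this change and the test of this list is not read here. The let-7 miRNAs, which rise with differentiation, had 4 of 11 higher in lung (median 0.99, adjusted p = 1.42e-05, or 0.237 with an estimated correlation), 5 of 11 lower in bone marrow (median -0.998, adjusted p = 1.96e-04, or 0.337 with an estimated correlation), and 0 of 11 passing singly in intestine (median -0.75). The intestine list had 4 of 5 higher in liver (median 5.33; adjusted p = 1.32e-12) and 3 of 5 in kidney (adjusted p = 7.55e-05, or 0.0723 with an estimated correlation), sharing Mir192 and Mir194 with the liver list, of which 5 of 6 were higher in intestine (adjusted p = 5.19e-06). Mir126a was also higher in heart (1.63 ± 0.27) and liver (1.77 ± 0.28). No gene matched the Snord115 list, and the Mir146a entry of the lymphoid and myeloid lists matched none.

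Beyond the genes named by rule, chosen here after their values were seen, brain held Mir204 (6503 ± 6784 CPM, 3.35 over kidney), Mir338 (2511 ± 1949, 2.78 over muscle) and Mir384 (624 ± 398, 7.16 over pancreas). Pancreas held Mir27b (35562 ± 30737 CPM, 1.30 over lung), Mir152 (2253 ± 1396, 1.68 over liver) and Mir7-1 (2522 ± 2885, 2.13 over brain). Spleen held Mir18b (14.96 ± 8.86 CPM) and Mir363 (42.7 ± 28.6) of the Mir17-92 paralogs, both specific.

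Mir182 took 40.8% of the counts of Brain 10, 11.1% of Brain 7, 7.52% of Brain 8, 1.504% of Brain 3 and 0.111 to 0.639% of the others. Across the 14 brain libraries log2 Mir182 went up with log2 Mir200b (Pearson r 0.742, permutation adjusted p = 0.0033; Spearman rho 0.802, permutation adjusted p = 0.00184) and down with Mir204 (r -0.669, permutation adjusted p = 0.00665; rho -0.670, permutation adjusted p = 0.0104); 2 relations were computed. Without animals 7 and 10, r was 0.663 and rho 0.692 for Mir200b, and -0.534 and -0.524 for Mir204; in the 10 female animals, 1 pool, r was 0.900 and rho 0.939 for Mir200b, and the 4 male ones are too few. A candidate explanation, a hypothesis, is that the part of the brain or adjoining tissue sampled differed between animals; the rho of 0.802 fits it, but no dissection record was used here.

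Among the tissue reporters of read carry-over, 5 of 11 had a higher male minus female difference, where carry-over within pools would need most of them. However, Mir216, Mir217 and Mir208a had medians of 0 in all recipient sets. Those of Mir124, Mir206, Mir208b and Mir499 were at most 0.8425 CPM. Most signs were thus set near the floor, so the tally does not decide on carry-over. Mir122, Mir9, Mir1a and Mir133 had differences of both signs (0.83, -1.24, -0.61 and 0.73).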
